# Single-cell RNA sequencing of murine hearts for studying the development of the cardiac conduction system

**DOI:** 10.1038/s41597-023-02333-6

**Published:** 2023-09-04

**Authors:** Huiying Ren, Xiaolin Zhou, Jun Yang, Kun Kou, Tangting Chen, Zhaoli Pu, Kejun Ye, Xuehui Fan, Dan Zhang, Xinjiang Kang, Zhongcai Fan, Ming Lei, Tianyi Sun, Xiaoqiu Tan, Xianhong Ou

**Keywords:** Genetics research, Gene ontology

## Abstract

The development of the cardiac conduction system (CCS) is essential for correct heart function. However, critical details on the cell types populating the CCS in the mammalian heart during the development remain to be resolved. Using single-cell RNA sequencing, we generated a large dataset of transcriptomes of ~0.5 million individual cells isolated from murine hearts at six successive developmental corresponding to the early, middle and late stages of heart development. The dataset provides a powerful library for studying the development of the heart’s CCS and other cardiac components. Our initial analysis identified distinct cell types between 20 to 26 cell types across different stages, of which ten are involved in forming the CCS. Our dataset allows researchers to reuse the datasets for data mining and a wide range of analyses. Collectively, our data add valuable transcriptomic resources for further study of cardiac development, such as gene expression, transcriptional regulation and functional gene activity in developing hearts, particularly the CCS.

## Background & Summary

The cardiac conduction system (CCS) is a specialized tissue that coordinates the rhythmic contractions of heart muscle by controlling the generation and propagation of the causative electrical impulse. Failure to correctly pattern and develop the CCS components leads to several cardiac diseases^1^. The CCS includes the sinoatrial node (SAN), atrioventricular node (AVN), His bundle, bundle branches and Purkinje fibre (PF) network^2^. Each of these components is highly specialized but contains heterogeneous cell types with distinct electrophysiological properties^2–4^. Our understanding about when and how these specialized cell types arise to form distinct CCS components remains limited^2^. In murine hearts, the electrical activity can be detected as early as E8^5^; yet the whole CCS is not completely formed until E16.5^2^. The SAN develops first in the CCS from within the sinus venosus myocardium of the heart tube. It can be recognized morphologically from E11.5 onwards in mice in the right sinus horn at the junction with the atrium^6^. The SAN and the atrioventricular conduction system (AVCS) develop simultaneously in the E11 to E12 mouse embryo heart^6^. While the establishment of the VCS occurs at mid-to-late fetal stages from E12.5 to 16.5, the PF network is completed perinatally^7^, the cellular origin of the various components of the CCS, particularly the VCS, is still in debate.

The recent emerging RNA sequencing (RNA-seq) technology has allowed for the fast quantification and characterization of transcriptomes. Integrating high-throughput data with computational and statistical methods provides a toolbox to study the molecular signatures of tissues^8^. The recent development of transcriptomic technologies, particularly the single-cell RNA-seq (scRNA-seq), has significantly improved our capability for studying cell populations such as revealing and characterizing novel cell types. By sequencing the genomes of a large number of single cells from an individual ‘sample’, scRNA-seq can detect the cellular components present in complex tissues^9–11^, identify unknown or rare cell types, clarify the changes of gene expression in the process of differentiation or time and state changes, find out the genes that are differentially expressed in a specific type of cells under different conditions (such as dosing and disease groups), and explore changes in gene expression between cell types, incorporating spatial, regulatory, and/or protein information. scRNA-seq also identifies unknown or rare cell populations that could not be resolved using bulk RNA-seq.

Moreover, scRNA-seq may also be used for tracking cell lineage during differentiation, as movement between different cell types is associated with changes in gene expression^12^. Recent studies have applied scRNA-seq to study cardiogenesis, focusing on cell populations by using defined genes^13–17^. Given our incomplete understanding of CCS morphogenesis and maturation, it is necessary to establish a sophisticated approach enabling the analysis of organ-wide spatial gene expression profiles without biasing against cellular heterogeneity.

Figure 1 illustrates a schematic overview of the study design, from model generation, characterization, living heart slicing, high-throughput optical imaging, data processing and analysis. Using single-cell RNA sequencing, we generated a large dataset of transcriptomes of ~0.5 million individual cells isolated from murine hearts at six successive developmental stages corresponding to the early, middle and late heart development.

**Fig. 1:**
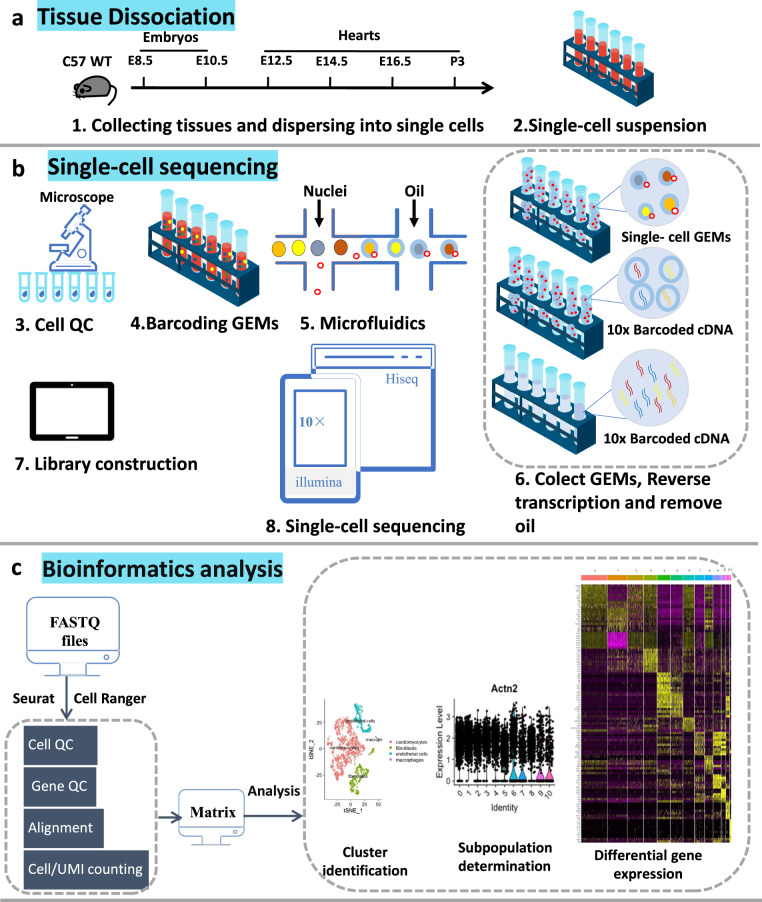
Schematic diagram of the 10 × single-cell RNA sequencing workflow. (**a**) Tissue dissociation. Mouse hearts of different periods were obtained in batches. Single-cell suspensions were prepared by enzymatic digestion. **(b)** Single-cell sequencing. The cell viability was detected to meet the experimental requirements. Then sequencing experiments were performed. (**c**) Bioinformatics analysis.

### The current dataset has the following features

Our dataset contains a large number of single-cell transcriptomes from six mid-to-late developmental stages by scRNAseq. We could discriminate rarer cardiac cell types, such as the CCS, through meaningful cardiomyocyte-focused quality control and utilizing a novel local and global structure-preserving dimensionality reduction technique. The dataset helps us understand the differentiation pattern of CCS in time and space. At the same time, the upstream and downstream targets of key transcription factors related to CCS development were deeply studied to clarify these transcription factors’ molecular characteristics and biological functions and provide new ideas for clinical diagnosis and treatment of arrhythmic diseases in the future.

## Methods

### Animals

Wild-type C57Bl/6 J mice at six developmental stages, including E8.5, E10.5, E12.5, E14.5, E16.5 and postnatal day 3 (P3) were used in this study, and suppied by Laboratory Animal Center of Southwest Medical University. After sacrificing the mice, the embryos (E8.5 and E10.5) and hearts (E12.5, E14.5, E16.5 and P3) were dissected. Single-cell suspensions were prepared as detailed below. The experimental animal ethics committee approved all animal experiments at Southwest Medical University, Sichuan (China) (No: 20160930).

### Preparation of cell suspensions for single-cell RNA sequencing analysis

We isolated and collected the single cells from embryos or hearts at six developmental stages, including E8.5, E10.5, E12.5, E14.5, E16.5 and postnatal P3 using the standard enzymatic method described previously^18^. 

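Droplet-based single-cell RNA sequencing encloses each cell in a droplet with a barcode that all its transcripts receive. Each captured transcript also receives a unique molecular identifier (UMI), so that copies made by PCR are counted once. For each library the authors deposited the number of UMIs that Cell Ranger counted for each gene and barcode, without normalization, and these counts were analysed as 10 matrices of 27998 genes each. The E10.5 embryos and the E12.5, E14.5 and E16.5 hearts had 2 libraries each, which are taken as replicates. The E8.5 embryos had 1 library, replicate 2, and replicate 1 of E8.5 was not analysed here. The P3 hearts had 1 matrix that holds barcodes with the suffixes 1 and 2, here called wells. Neither the sample labels nor the paper ties a well to one of the P3 libraries of Table 1, so P3 was taken as 1 sample. The matrix of E16.5 replicate 1 was made from 2 sample records. The E8.5 and E10.5 cells come from embryos, from which head and limbs were removed by the account of the paper, and so include cell types from outside the heart. Neural tube or neuron-like clusters with Otx2 and Six3 among their leading genes held 451 and 131 cells at E8.5 and 2023 at E10.5. The sample labels name trypsin and the v2 chemistry, where the paper names collagenase II and the v3 chemistry. The E8.5 library held 151735273 UMIs. Replicates 1 and 2 held 259041468 and 254118869 UMIs at E10.5, 109816559 and 136646866 at E12.5, 92458838 and 67141166 at E14.5, and 114441962 and 82442521 at E16.5. The P3 matrix held 158627277 UMIs.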

E8.5 and E10.5 embryos were dissected from pregnant mice’s uterus and digested with collagenase II digestive solution (collagenase II: bovine serum albumin: DMEM/F12 = 0.01: 0.1: 10) after the cut-off in the head and limbs. The hearts from E12.5, E14.5, and E16.5 stages were dissected directly from the embryos. The operations were performed under a posture microscope: cut open the uterus, sequentially open the amniotic membrane, and remove the embryo. The embryo can flow out under the action of amniotic fluid and cut the umbilical cord. Then, the hearts of E12.5, E14.5, and E16.5 were removed from the embryonic for digestion. The specific digestion steps of each embryonic stage are similar. Hearts of P3 stage were dissected directly from the aortic root of the postnatal mice. After trimming excess connective tissue, thymus, lung tissue, and vascular tissue such as superior and inferior vena cava at the base of the heart, hearts were digested with collagenase II digestive solution.

During the single-cell suspension preparation, cell viability and concentration were detected by staining with 0.4% trypan blue. After primary quality control, cell viability was adjusted to the appropriate concentration for 10 × scRNA-seq. The diameter of cardiomyocytes in embryonic and postnatal mice ranged from 8 to 15 μm, meeting the standard requirements. The cell concentration can be controlled within 700–1200 cells/µL according to the concentration requirements. 

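Cells were called again from the 737280 barcodes listed for each embryonic library, by the rule of Cell Ranger 3. A barcode was called when its UMIs reached the 99th percentile of the 3000 largest barcodes divided by 10. A smaller barcode with at least 500 UMIs was called when its gene profile differed from that of low-count barcodes at a false discovery rate of 0.01. The E8.5 library gave 5431 cells, and the paper's value in Table 1 is 5380. Replicates 1 and 2 of E10.5 gave 14931 and 14701 cells, and the paper's values are 14906 and 14703. At E12.5 there were 5704 and 7229 cells, for which the paper lists 5674 and 7212. At E14.5 there were 6556 and 6350 cells, and the paper lists 6529 and 6286. At E16.5 there were 7277 and 7763 cells, and the paper lists 7259 and 7720. The P3 matrix holds 10964 barcodes, 6320 in well 1 and 4644 in well 2, which were all taken as cells, and the paper lists 9869 cells for its P3 libraries together. The 10 matrices gave 86906 cells. In the embryonic libraries the called barcodes held between 90.3 and 94.2% of the UMIs. With a floor of 300 UMIs and 270 genes in place of the calling rule, E10.5 replicate 1 had 23406 cells. This was the largest change in the number of cells among the alternatives run. With the first step of the calling rule alone, E14.5 replicate 2 had 3853 cells and E16.5 replicate 2 had 4723, which are larger changes in proportion.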

8,000–16,000 cells were captured by the system in each sample (Table 1). The cell viability and agglomeration rate are shown in Table 2. The clustering rate is less than 5%, and the number of clustered cells can be seen under the microscope. There are basically no impurities and cell debris. It is considered that the cell quality is qualified and meets the sampling conditions for single-cell sequencing.

**Table 1:** Cellranger count in each sample.

Sample	Developmental stage	Cellranger count
E8_5_1_1	E8.5	5643
E8_5_2_2	E8.5	5380
E10_5_1	E10.5	14906
E10_5_2	E10.5	14703
E12_5_1_1	E12.5	5674
E12_5_2_2	E12.5	7212
E14_5_1_1	E14.5	6529
E14_5_2_2	E14.5	6286
E16_5_1	E16.5	7259
E16_5_2_2	E16.5	7720
P 3_1_1	P3	4400
P 3_2_2	P3	5469

**Table 2:** Quality statistics of cell samples.

	E8.5	E10.5	E12.5	E14.5	E16.5	P3
**Viability (%)**	98	85	90	83	83	89
**Aggregation rate (%)**	<5	<5	<5	<5	<5	<5

### Single-cell transcriptomic analysis using the 10× Genomics Chromium

Single cells were prepared following 10 × Genomics, Inc (Pleasanton, CA) protocol. The protoplast suspension was loaded into Chromium microfluidic chips with 30 (v3) chemistry and barcoded with a 10 × Chromium Controller (10 × Genomics). According to the manufacturer’s instructions, RNA from the barcoded cells was subsequently reverse-transcribed, and sequencing libraries were constructed with reagents from a Chromium Single Cell 30 v3 reagent kit (10 × Genomics). Sequencing was performed with Illumina NovaSeq 6000 according to the manufacturer’s instructions (Illumina). FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/) was used to perform basic statistics on the quality of the raw reads.

Raw reads were demultiplexed and mapped to the reference genome by the 10 × Genomics Cell Ranger pipeline (https://support.10xgenomics.com/single-cell-gene-expression/software/pipelines/latest/installation) using default parameters. Unless explicitly mentioned, all downstream single-cell analyses were performed using Cell Ranger and Seurat version 3.1.1 (https://remotes.r-lib.org/reference/install_version.html. In brief, unique molecule identifiers were counted for each gene and each cell barcode (filtered by Cell Ranger) to construct digital expression matrices^19^. In detail, cellranger count takes FASTQ files and performs alignment, filtering, barcode counting, and Unique Molecular Identifier (UMI) counting. It uses the Chromium cellular barcodes to generate feature barcode matrices.

### Initial cell typing in single-cell RNA sequencing data

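Among the called barcodes, the number with fewer UMIs or genes than the study's floors was 17 at E8.5, and 52 and 54 in replicates 1 and 2 of E10.5. It was 255 and 315 at E12.5, 667 and 773 at E14.5, 1121 and 1472 at E16.5, and 310 at P3. The UMIs of 7 globin genes were used to look for erythroid cells among the cells that passed every filter of the study. More than 10% of the UMIs came from these genes in 1.5% of the cells at E8.5, and in 1.93 and 1.71% of the cells in the E10.5 replicates. The share of such cells was 7.00 and 8.07% at E12.5, 5.72 and 4.18% at E14.5, 5.62 and 3.90% at E16.5, and 2.75% at P3. At E14.5 the clusters named erythroid cell-like held 261 and 193 cells, with a median of 25264 and 19266 UMIs per cell.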

To ensure robust and reliable transcriptomic signal-to-noise ratios without impairing sensitivity to small signals, we filtered out all cells with unique RNA counts (nUMI) <300, or distinct genes (nFeatures) <270 to remove under-sampled cells and simple cells such as erythrocytes. The ratio of mitochondrial transcripts to nuclear genome-derived transcripts is often used as a metric of cell stress or quality in scRNA-seq. 5% is typically used as a ceiling, but this is not supported across cell types and can fail to identify damaged cells, particularly cardiomyocytes, which can reach ~30%^20^ and exclude particular cardiomyocyte populations^21^. 

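The share of UMIs from the 13 mitochondrial genes was read in each cell after clustering each stage without any mitochondrial ceiling. Clusters were named from marker genes, and a name such as cardiomyocyte-like rests on these markers alone. At E8.5, 15 of 183 cardiomyocyte-like cells were above 5% mitochondrial UMIs (8.20%, exact Clopper-Pearson 95% confidence interval 4.66 to 13.2%). At E10.5 the share above 5% was 32.6% of 227 cells in replicate 1 (interval 26.5 to 39.1%) and 23.9% of 243 cells in replicate 2 (18.7 to 29.7%). It was 51.3% of 2520 and 57.3% of 3066 cardiomyocyte-like cells at E12.5, and 74.5% of 3528 and 72.7% of 3360 at E14.5. It was 84.5% of 3879 and 86.9% of 4288 at E16.5, and 97.8% of 7150 at P3 (97.4 to 98.1%). Among all other cells the share above 5% was 1.22% at E8.5, 2.91 and 3.97% at E10.5, 10.7 and 14% at E12.5, 24.2 and 19.4% at E14.5, 27.2 and 25.3% at E16.5, and 15.9% at P3. In each library the share was higher in cardiomyocyte-like cells than in the other cells. From E10.5 to E16.5, both replicates of each stage lay above both replicates of the stage before, by more than the replicates of either stage differed. No test was run between stages. Part of the cardiomyocyte-like barcodes had under 1% mitochondrial UMIs, which lowers the share above 5%. After the study's ceilings these were 48.4 and 44.2% of them at E12.5, 28.9 and 27.0% at E14.5, and 11.8 and 10.6% at E16.5. Part of the rise from E12.5 to E16.5 can therefore go with the falling share of such barcodes. The median mitochondrial share of cardiomyocyte-like cells was 9.93 and 10.7% at E16.5 and 22.0% at P3. More than 30% mitochondrial UMIs were found in 4.90 and 4.29% of these cells at E14.5, 3.76 and 5.04% at E16.5, and 7.23% at P3. With log-normalization these shares were 1.02 and 0.921% at E14.5, 1.32 and 1.67% at E16.5, and 7.41% at P3. With the ratio of mitochondrial to nuclear UMIs in place of the share of all UMIs, they were 5.78 and 5.65% at E14.5, 5.65 and 8.00% at E16.5, and 42.1% at P3. With the first step of the calling rule alone, the share above 5% at E12.5 was 66.0 and 68.7%, the largest change among the alternatives run.

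**Figure D1:**
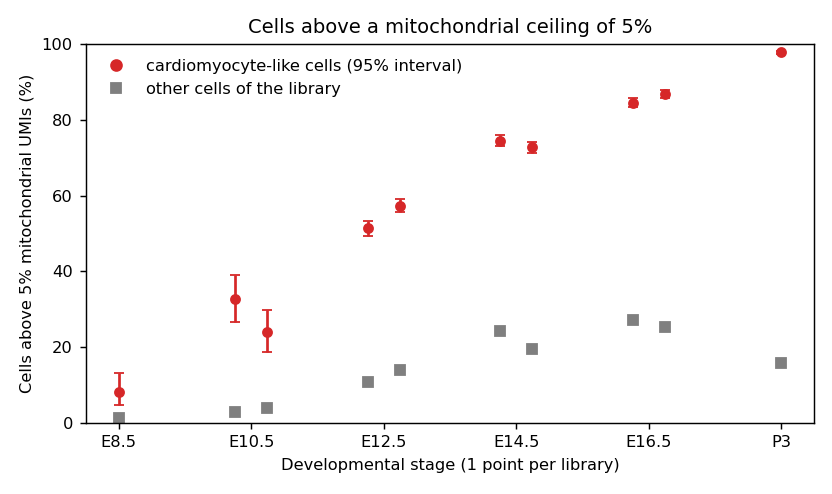
Percent of cells above 5% mitochondrial UMIs at each stage, with a point for each library (for P3, the pooled matrix) and bars for the 95% confidence interval. Cardiomyocyte-like cells rise from 8.20% at E8.5 to 97.8% at P3, and the grey points are all other cells of the same library. Barcodes under 1% mitochondrial UMIs, whose share fell from E12.5 to E16.5, lower the values of these stages.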

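The ceiling of each stage was then applied to all cells at or above the floors, as a share of all UMIs, where the paper describes a ratio of mitochondrial to nuclear transcripts. Above 5% mitochondrial UMIs lay 1.46% of the cells at E8.5 (95% interval 1.16 to 1.82%) and 3.36 and 4.30% at E10.5. Above 7.5% lay 14.2 and 16.7% of the E12.5 cells, and above 10% lay 20.2 and 18.4% of the E14.5 cells. Above 15% lay 14.7 and 17.7% of the E16.5 cells, and above 20% lay 42.2% of the P3 cells (41.3 to 43.2%). Of the 4501 P3 cells removed in this way, 98.9% were cardiomyocyte-like, and they made up 62.2% of the cardiomyocyte-like cells. With the ratio in place of the share, 25.4 and 23.8% of the E14.5 cells, 20.4 and 24.6% of the E16.5 cells, 53.4% of the P3 cells and 78.4% of the P3 cardiomyocyte-like cells lay above the ceiling, and 4970 P3 cells remained. With the share, at E16.5 the ceiling removed 13.0 and 21.1% of the cardiomyocyte-like cells, and at E14.5 it removed 28.8 and 27.2%. After all filters 5335 cells remained at E8.5, 14379 and 14017 at E10.5, 4674 and 5759 at E12.5, 4701 and 4550 at E14.5, 5251 and 5178 at E16.5, and 6153 at P3.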

Given the changing nature of mitochondrial biogenesis across the embryonic to postnatal mouse heart^22^, we utilized a dynamically changing filter for mitochondrial transcript ratios: E8.5: 5%, E10.5: 5%, E12.5: 7.5%, E14.5: 10%, E16.5: 15%, P3: 20%. We normalized cell libraries through SCTransform, which accounts for the preservation of differential variation between highly variant and lowly variant genes^23^. We utilized Uniform Manifold Approximation and Projection (UMAP), following principal component analysis (PCA) and PCA dimension selection, to enable human-interpretable visualization of the transcriptomic space through dimensionality reduction. We visually examined the data for differences between batches of cells collected at each stage. 

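How far the cells of a stage mix across its libraries was measured from the 20 nearest neighbours of each cell in 30 principal components. Each stage was reduced to as many cells per library as its smaller library had, so that neighbours drawn at random would come from the same library in about 50% of cases. P3 was split by well, and E8.5, with 1 library, could not be measured. With the library labels shuffled, the share of neighbours from the same library was between 49.9 and 50.2%. At E10.5, 52.1% of the neighbours of cells of replicate 1 and 53.1% of those of replicate 2 came from the same library. The shares were 60.5 and 58.7% at E12.5, 52.1 and 54.1% at E14.5, and 56.7 and 59.0% at E16.5. In the P3 wells they were 90.3 and 93.2%. When the cells were thinned to 2000 UMIs, the shares were 51.5 and 52.4% at E10.5, 60.3 and 59.2% at E12.5, 52.5 and 48.6% at E14.5, 53.5 and 50.9% at E16.5, and 90.6 and 91.7% in the P3 wells. Cells under 2000 UMIs were left out of this alternative, 1049 and 1121 of them at E10.5, 404 and 401 at E12.5, 512 and 930 at E14.5, 382 and 889 at E16.5, and 404 and 0 in the P3 wells. Among cardiomyocyte-like cells alone, E12.5 had 66.6 and 63.4%. Each library counts as a single sample in these shares, so no test was run.

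**Figure D2:**
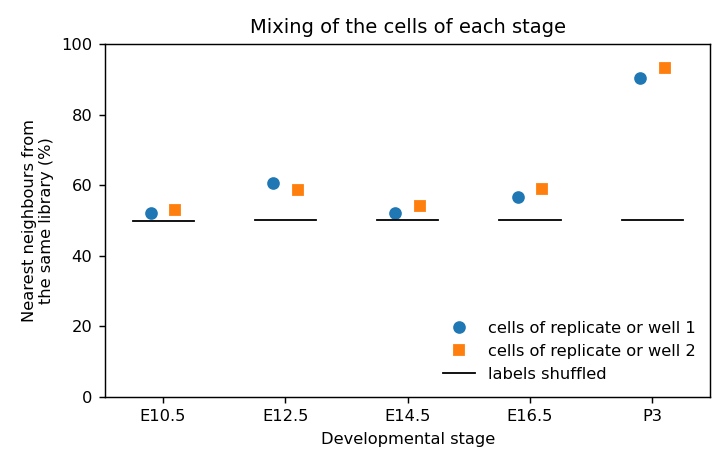
Percent of nearest neighbours from the same library at each stage, for replicates (at P3, wells) 1 and 2, with a black line for shuffled labels. The P3 wells lie at 90.3 and 93.2%, and the other stages between 52.1 and 60.5%.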

Only P3 had significant batch differences. There are extensive suggested solutions for ‘correcting’ batch differences^24^. However, from a statistical fundamentals perspective, both a priori and empirically, such methods have been shown to produce aberrant downstream results^25^. We visualized UMAP in 3D,used Louvain clustering, and labelled clusters based on expression profiles. Further sub-clustering was performed as necessary, and a small number of cells were manually assigned where appropriate. The above was done using Seurat functions unless specified^26^.

## Data Records

The sequencing data from this study have been uploaded to the National Center for Biotechnology Information (NCBI) Sequence Reads Archive (SRA) with accession ID: PRJNA890252^27^. This includes 148 raw.fastq files for E8.5, E10.5, E12.5, E14.5, E16.5, and P3 stages. Matrix files on exonic and intronic expression can be accessed through the project accession number GSE230531 at the NCBI Gene Expression Omnibus^28^.

## Technical Validation

To validate the quality of the cDNA synthesis and barcoding steps, especially the DNA contamination, we first assessed the mapping location of aligned reads. As expected, the base quality of all stages is distributed in the green (very good) and yellow (good) areas, so it is considered that the base quality of the original data of all samples is good, and the data is within the applicable range (Figure 2a). Figure 2b shows the base content distribution diagram of sample read2 at E8.5, E10.5, E12.5, E14.5, E16.5 and P3, respectively. The abscissa represents the position of the base, and the ordinate represents the percentage of the base content. Green, red, blue and black correspond to bases A, T, C and G, respectively. Reads2 is stable throughout the sequencing process, and there is no significant AT or GC separation. Therefore, it can be considered that the base content distribution of all samples is normal.

**Fig. 2:**
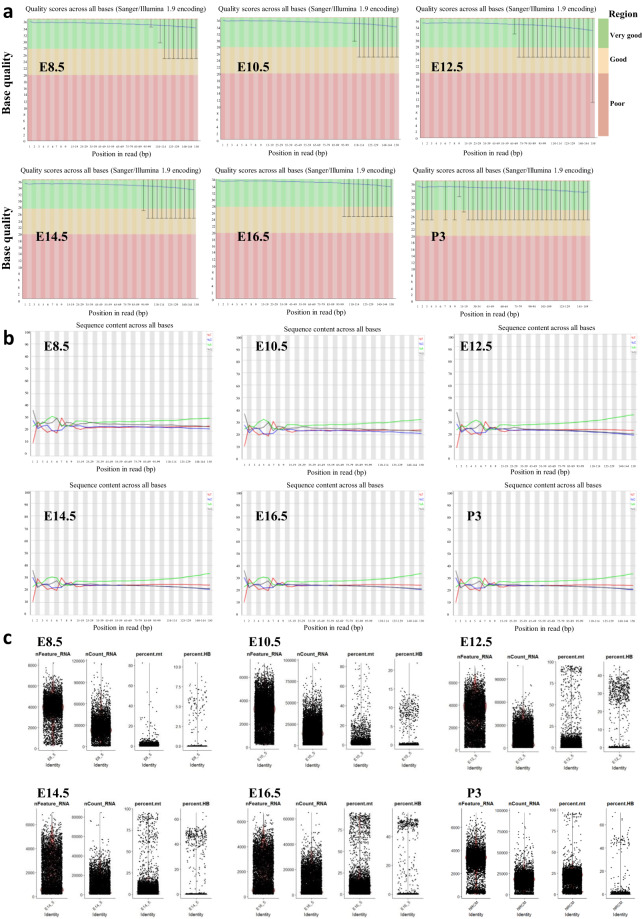
Quality control (QC) of single-cell data. (**a**) Raw data of base mass distribution map in E8.5, E10.5, E12.5, E14.5, E16.5, and P3. (**b**) Raw data of base content distribution map in E8.5, E10.5, E12.5, E14.5, E16.5, and P3. (**c**) Violin diagram illustrating the number of genes (nfeature_RNA), unique molecular identifier (UMI) (nCount_RNA), and the percentage of mitochondrial UMI (percent. mito) and erythrocyte UMI (percent. HB) in E8.5, E10.5, E12.5, E14.5, E16.5, and P3.

In high-throughput sequencing, each base will have a corresponding quality value to measure the sequencing accuracy. The error rate of base quality value 30 is 0.1%. Q30 represents the percentage of bases with a quality value greater than or equal to 30. The higher Q30, the more accurate the sequencing. Table 3 shows that the Q30 of barcode, RNA and UMI sequences of almost all samples is greater than 90%, and the effective barcode accounts for a high proportion, which indicates that the sequencing data quality is high and can be used for subsequent analysis.

**Table 3:** Barcode, RNA, UMI sequence quality control.

	E8.5	E10.5	E12.5	E14.5	E16.5	P3
**Valid Barcodes (%)**	98.20	97.70	97.80	97.90	97.90	98.00
**Q30 Bases in Barcode (%)**	95.80	95.10	95.50	95.30	95.20	93.40
**Q30 Bases in RNA Read (%)**	91.50	90.50	90.60	91.00	90.70	86.70
**Q30 Bases in UMI (%)**	95.40	94.80	94.90	94.90	94.80	92.60

Table 4 shows that the percentage content of the reference genome aligned to the exonic region is the highest, and the content aligned to the intronic region or the intergenic region is shallow, which indicates that the obtained sequencing data is from RNA.

**Table 4:** Reference genome alignment.

	E8.5	E10.5	E12.5	E14.5	E16.5	P3
**Reads Mapped Confidently to Intergenic Regions (%)**	2.80	3.40	3.60	3.40	3.10	2.90
**Reads Mapped Confidently to Intronic Regions (%)**	7.30	8.70	6.80	11.00	8.20	7.30
**Reads Mapped Confidently to Exonic Regions (%)**	79.80	77.60	78.30	75.30	78.00	79.10
**Reads Mapped Confidently to Transcriptome (%)**	76.50	74.10	75.10	72.20	74.70	76.20
**Reads Mapped Antisense to Gene (%)**	0.90	1.00	0.60	0.50	0.50	0.60

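Over the cells that passed all filters, the median number of UMIs per cell was 25302 at E8.5, 14740 and 15099 in replicates 1 and 2 of E10.5, 17457 and 16271 at E12.5, 13117 and 8502 at E14.5, 18032 and 11044.5 at E16.5, and 12338 at P3. The median number of genes per cell was 3979 at E8.5, 3123 and 3142 at E10.5, 3336.5 and 3170 at E12.5, 2846 and 2144 at E14.5, 3299 and 2540.5 at E16.5, and 3076 at P3. At E14.5 and E16.5 the cells of replicate 1 held more UMIs and genes than those of replicate 2. The median share of mitochondrial UMIs was 1.5% at E8.5, 1.96 and 1.91% at E10.5, 2.57 and 2.70% at E12.5, 4.21 and 3.95% at E14.5, 7.02 and 7.36% at E16.5, and 4.84% at P3. The median share of UMIs from the globin genes was 0.0108% at E8.5, 0.0550 and 0.0553% at E10.5, 0.231 and 0.208% at E12.5, 0.121 and 0.107% at E14.5, 0.143 and 0.122% at E16.5, and 0.0567% at P3.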

Figure 2c shows the distribution of gene number (nfeature_RNA), UMI number (nCount_RNA), mitochondrial UMI proportion (percent. mito) and erythrocyte UMI proportion (percent. HB) of samples at six-time points by violin chart.

After clustering cells by graph-based clustering method and visualizing by t-SNE dimension reduction, cell clustering results of the mouse embryo development process were obtained, and the number and type of cells in the subpopulation were displayed. Here, we take the sequencing results of E14.5 and E16.5 hearts as examples to analyse the transcriptional spectrum of CCS. 

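The E14.5 and E16.5 hearts each had the 2 libraries described above, and each stage was clustered by itself after the study's filters. The study normalized with SCTransform, and analytic Pearson residuals of a negative binomial model with theta 100 were used here in its place. The 3000 most variable genes were used. The 10 marker genes of Fig. 4 were kept out of clustering and of the naming of clusters, so that they did not make the clusters themselves. Genes correlated with them were kept in. Louvain clustering at a resolution of 0.8 on the shared nearest-neighbour graph gave 19 clusters at E14.5 and 20 at E16.5. Each cluster took the name of the cell class with the largest share of its markers detected, with at least 3 required, under a rule that was set after the clusters were seen. Cardiomyocyte-like cells were clustered again in the same way, and their clusters are called subclusters here. A subcluster was called atrial-like or ventricular-like when the mean log2 fold of one marker list was above that of the other by at least 1 and at least 3 of its markers were detected. It stayed unassigned when its 10 leading genes held more markers of the other chamber, or when its median UMIs were below those of its libraries divided by 3 and none of the 10 was a marker of its chamber. For tests, the UMIs were summed per subcluster or class and library, because the library was taken as the replicate. The sums were compared with edgeR's quasi-likelihood test after TMM normalization. The paper does not state whether the 2 libraries of a stage came from different animals. If they share a cell suspension, the p-values do not cover the spread between animals. Sums of a library were not paired in the main fits. With the library as a block, all 10 marker genes still passed across subclusters and between atrial-like and ventricular-like cells. The sums of atrial-like and ventricular-like cells held between 2096624 and 49428859 UMIs.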

As shown in Figure 3a,b, each dot represents a cell, and the color is used to distinguish different cell subpopulations. The closer the cell’s distance, the closer the gene expression profile is. Table 5 shows marker genes that define cardiomyocytes, fibroblasts, endothelial cells, macrophages, vascular smooth muscle cells (VSMC), epithelial cells, and mesoderm-derived cells. We found that the main cell types in the E14.4 heart include ventricular myocyte (VM), VSMC, endothelial cell, atrial myocyte (AM), erythroid cell, epicardial cell, macrophage, etc. But in addition to these cell types, the E16.5 heart also contains fibroblast and pericyte.

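At E14.5, replicate 1 had 4701 cells and replicate 2 had 4550 after all filters. Cardiomyocyte-like cells made up 51.6% of replicate 1 (2426 cells) and 52.7% of replicate 2 (2398 cells). Among them, 299 and 250 cells were in atrial-like subclusters and 1524 and 1648 in ventricular-like subclusters. The remaining 1103 cardiomyocyte-like cells of the stage were in subclusters that the rule left unassigned, 395 of them in a subcluster whose ventricular list was above the atrial one by 1.22 and whose leading genes held 1 atrial marker and no ventricular one. Endothelial cell-like cells made up 15.4 and 16.2%, erythroid cell-like cells 5.70 and 4.09%, epicardial cell-like cells 2.08 and 2.57%, and macrophage-like cells 1.66 and 1.41%. No cluster was named smooth muscle cell-like, and with the first step of the calling rule alone a mean of 0.936% of the cells were. A further cluster of 88 cells, led by Eln, Fbln5 and Sfrp2 and with Rgs5 among its leading genes, stayed unnamed. Unnamed clusters held 5.62 and 4.48% of the cells.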

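Fibroblast-like cells made up 11.6% of E16.5 replicate 1 (607 cells) and 9.46% of replicate 2 (490 cells). At E14.5 they made up 18.0% of replicate 1 (844 cells) and 18.6% of replicate 2 (845 cells), in 3 clusters. These clusters were led by Cthrc1, Lum and Postn in 805 cells, by Lsp1, Pdgfrb and Col1a1 in 469 cells, and by Lsp1 in 415 cells. The fibroblast marker list includes Cdh11, Col3a1 and Pcolce, which the paper's Table 5 gives for mesoderm-derived cells. With a flat mitochondrial ceiling of 5%, the mean share of fibroblast-like cells was 24.5% at E16.5 and 16% at E14.5, the reverse order of the stages. Pericyte-like cells made up 2.65% of E16.5 replicate 1 (139 cells) and 2.49% of replicate 2 (129 cells), in 1 cluster led by Rgs5. Higd1b and Kcnj8 were also among its leading genes. No cluster was named pericyte-like at E14.5, which sets no limit on the number of such cells inside other clusters. At E16.5 cardiomyocyte-like cells made up 64.5 and 65.5%, endothelial cell-like cells 9.01 and 9.33%, erythroid cell-like cells 4.88 and 2.67%, macrophage-like cells 1.77 and 1.45%, and epicardial cell-like cells 1.31 and 0.927%. Unnamed clusters held 4.36 and 8.15% of the E16.5 cells.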

**Fig. 3:**
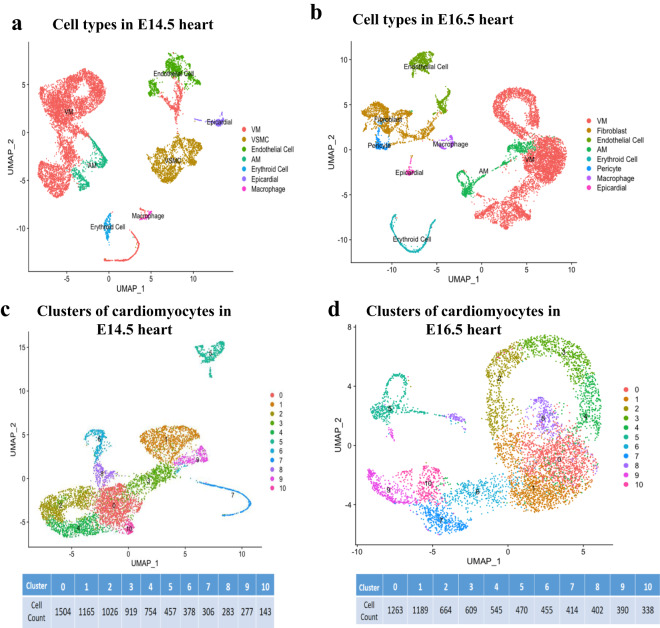
Subpopulations of cardiomyocytes and the developmental transcriptome of the CCS. (**a,b**) UMAP cell clustering results of cell types in E14.5 and E16.5 hearts. (**c,d**) Cardiomyocyte subpopulations of heart in E14.5 and E16.5 development stages.

**Table 5:** Cell type assignment based on the marker genes reported in previous studies.

Cell type	Marker genes
Atrial myocyte	*Nppa*^13^, *Gja5*^29^
Ventricular myocyte	*Actn2*^30^, *Myh6*^13^, *Tnnt2*^13^
Cardiomyocyte	*Acta1*^32^, *Actc1*^33^*, Tnnc1*^32^, *Tnnc3*^32^
Cardiac conduction system	*Cacna2d2*^31^, *Hcn4*^31^, *Tbx3*^31^, *cacna1g*^31^, and *Ephb3*^31^
Endothelial cell	*Egfl7*^32^, *Epas*^32^*, Fabp4*^32^*, Flt1*^32^, *Pecam*^32^, *Tie1*^32^
Macrophage	*CD68*^32^, *CD74*^32^*, Lgals3*^32^*, Itgam*^32^
Smooth muscle cell	*Rgs5*^34^, *Tpm2*^35^
Erythroid cell	*Gata1*^36^, *Klf1*^36^, *Runx1*^37^, *Tal1*^37^, *Cldn6*^34^, *Cldn7*^34^, *Epcam*^38^
Mesoderm derived cell	*Cdh11*^39^, *Col3a1*^39^*, Pcolce*^39^

At the same time, the UMAP unsupervised dimensionality reduction and clustering algorithm was used to unbiased classify cardiomyocytes obtained from the classification of cardiac cells (Figure 3c,d). According to the number in the figure, we can see a total of 11 cardiomyocyte subgroups in both E14.5 and E16.5 hearts.

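Clustering of the 4824 cardiomyocyte-like cells at E14.5 gave 10 subclusters, with between 101 and 920 cells. Clustering of the 6778 cardiomyocyte-like cells at E16.5 gave 13 subclusters, with between 23 and 1272 cells. At E14.5, 2 subclusters were atrial-like and 4 were ventricular-like, and at E16.5 the numbers were 2 and 6. One of the ventricular-like subclusters at E14.5, of 886 cells with a median mitochondrial share of 0.234%, was led by 5 globin genes, and its mean log2 fold was -0.13 for the ventricular list and -1.26 for the atrial list. Its median of 3593 UMIs lies just above the limit of 3591 under which it would have stayed unassigned. At E16.5, subclusters of 721 and 545 cells had a difference of at least 1 and stayed unassigned by the condition on low UMIs. One E16.5 subcluster of 545 cells held 53 cells of replicate 1 and 492 of replicate 2, with a median of 2393 UMIs per cell. The number of subclusters follows the resolution, and at a resolution of 1.2 there were 15 at E14.5 and 17 at E16.5. At a resolution of 0.4 there were 7 and 9.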

Violin plots show that cell markers of atrial myocytes (*Nppa*, *Gja5*)^13,29^ (Figure 4a), ventricular myocytes (*Myh6*, *Actn2*, and *Tnnt2*)^13,30^ (Figure 4b) and cardiac conduction cells (*Hcn4*, *Tbx3*, *cacna1g*, *Ephb3*, and *Cacna2d2*)^31^ (Figure 4c) enriched in clusters.

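Each of the 10 marker genes differed across the subclusters at both stages. Their adjusted p-values, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over 10799 genes at E14.5 and 11290 at E16.5, ranged up to 1.5e-06 and 4.0e-08, both for Hcn4. All 10 genes also pass at both stages when adjusted over the list alone. The subclusters come from the same cells, and genes correlated with the tested ones helped to make them. At E14.5 the p-value of Hcn4 from edgeR's quasi-likelihood test was 6.9e-07 before adjustment and 1.5e-06 after it. This small step means that a large part of the genes tested had p-values as small. Passing therefore does not set these 10 genes apart from other genes. Positions are those of the GENCODE M21 annotation of GRCm38, which lists 27645 of the 27998 gene identifiers, since the files name no genome build. Nppa (ENSMUSG00000041616, chromosome 4, 148000722 to 148002079) was highest at E14.5 in an atrial-like subcluster, with 5423 CPM (counts scaled to equal library totals) against a median of 1230 over the subclusters. That subcluster of 343 cells had a median mitochondrial share of 0.313%. At E16.5 Nppa reached 9953 CPM in an atrial-like subcluster of 512 cells, against a median of 757. Gja5 (ENSMUSG00000057123, chromosome 3, 96904693 to 97077416) was highest at E14.5 in the other atrial-like subcluster, of 206 cells, at 102 CPM against a median of 16.4. At E16.5 it reached 71.4 CPM in an unassigned subcluster of 373 cells and 70.2 in the atrial-like subcluster of 512 cells. Scaling by total counts alone reverses the order of these subclusters. Myh6 (ENSMUSG00000040752, chromosome 14, 54941921 to 54966927) was highest in an atrial-like subcluster at both stages, at 1351 and 2472 CPM against medians of 321 and 505. Actn2 (ENSMUSG00000052374, chromosome 13, 12269426 to 12340760) was highest in an unassigned subcluster at E14.5, at 689 CPM, and by the mean of the replicates in a ventricular-like one at E16.5, at 842. Tnnt2 (ENSMUSG00000026414, chromosome 1, 135836354 to 135852260) was highest in unassigned subclusters, at 9821 and 12733 CPM, with medians of 5561 and 7132.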

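Atrial-like and ventricular-like cells were also compared over the 4 libraries of both stages, with 12350 genes tested. As the mean of the stages, Nppa was higher in atrial-like cells by a log2 fold change of 3.87 (standard error 0.0597, adjusted p = 1.1e-27 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Gja5 was higher in atrial-like cells by 2.76 (standard error 0.0679, adjusted p = 6.2e-23 from the same test). Myh6 was higher in atrial-like cells by 2.49 (standard error 0.0496, adjusted p = 4.6e-25). It had between 1170 and 2509 CPM in the atrial-like cells of the 4 libraries and between 198 and 479 in the ventricular-like cells. Actn2 had a log2 fold change of -1.02, lower in atrial-like cells (standard error 0.0480, adjusted p = 2.6e-16). Tnnt2 had a log2 fold change of -0.23 (standard error 0.0414, adjusted p = 4.8e-05), with -0.03 at E14.5 and -0.42 at E16.5. Each of these directions held in every library, and Nppa, Gja5, Myh6 and Actn2 passed the threshold of 0.05 under each alternative run. Tnnt2 passed under all but one of them, chosen after the data had been seen, which left out subclusters with more markers of another cell class than of their chamber among the 10 leading genes. Tnnt2 then had a log2 fold change of -0.08 with an adjusted p of 0.141 (edgeR, Benjamini-Hochberg), the highest over the alternatives run, where the lowest was 1.1e-12 with DESeq2, and the change at E14.5 was 0.08. With barcodes under 1% mitochondrial UMIs left out, also chosen after the data had been seen, Tnnt2 had -0.48, with -0.34 at E14.5 and -0.61 at E16.5.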

**Fig. 4:**
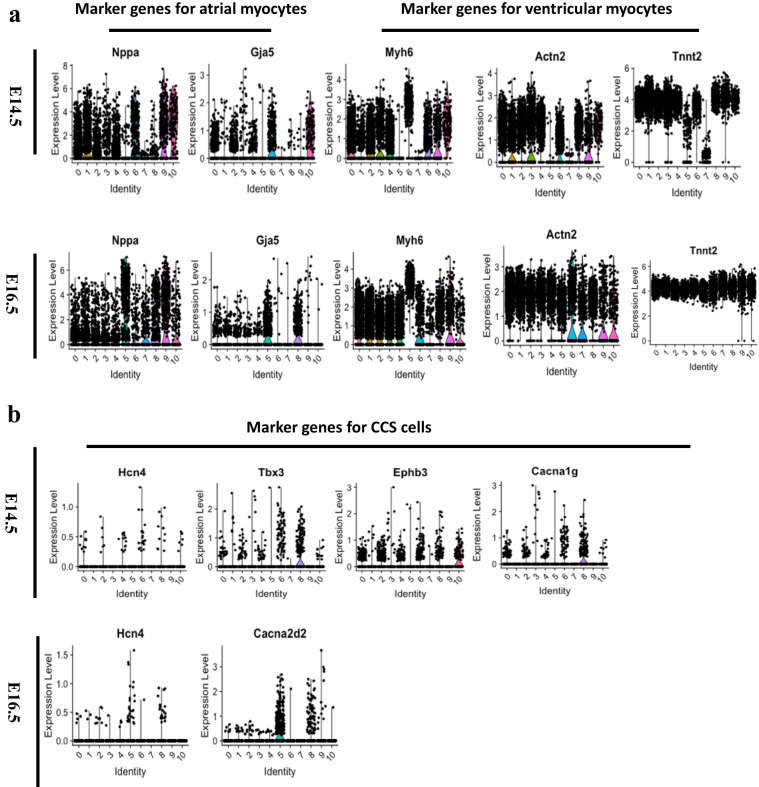
The distribution of marker genes for the atrial myocytes, ventricular myocytes and CCS cells at E14.5 and E16.5 development stages. (**a**) The marker genes of atrial myocytes (*Nppa* and *Gja5*) and ventricular myocytes (*Myh6*, *Actn2*, and *Tnnt2*) enriched in different clusters. (**b**) The marker genes of CCS cells (*Hcn4*, *Tbx3*, *cacna1g*, *Ephb3*, and *Cacna2d2*) expressed in different clusters. AM: atrial myocytes; VM: ventricular myocytes; CCS: cardiac conduction system.

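Among the markers of cardiac conduction cells, Tbx3 (ENSMUSG00000018604, chromosome 5, 119670669 to 119684724) was highest at E14.5 in an unassigned subcluster of 287 cells led by Rspo3 and Gal. It had 54.0 and 46.9 CPM there in replicates 1 and 2, against a median of 2.42 over the subclusters (adjusted p = 1.2e-27 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The same subcluster had the highest Cacna1g (ENSMUSG00000020866, chromosome 11, 94408391 to 94474198), at 39.8 and 34.7 CPM against a median of 2.63 (adjusted p = 1.6e-22). Ephb3 (ENSMUSG00000005958, chromosome 16, 21204755 to 21223305) was also highest there, at 25.0 and 17.6 CPM against a median of 7.63 (adjusted p = 3.0e-11). Hcn4 (ENSMUSG00000032338, chromosome 9, 58823412 to 58863175) was highest there with only 19 and 10 UMIs, or 5.73 and 4.89 CPM. Cacna2d2 (ENSMUSG00000010066, chromosome 9, 107399612 to 107529343) was highest in an atrial-like subcluster, at 108 and 114 CPM, followed by 103 and 70.3 in the subcluster led by Rspo3 (adjusted p = 2.4e-35). At E16.5 the unassigned subcluster led by Gtsf1 and Slit2 had the highest Tbx3, at 10.2 and 9.81 CPM. It also had the highest Cacna1g, at 26.2 and 16.6, and the highest Ephb3, at 34.7 and 35.9. An atrial-like subcluster of that stage had the highest Cacna2d2, at 67.7 and 66.1 CPM, and by the mean of the replicates the highest Hcn4, at 2.24 and 5.79 from 13 and 25 UMIs. In replicate 1 alone Hcn4 was higher in 2 other subclusters, at 2.83 and 2.49. With log-normalization a single E16.5 subcluster had the highest mean of Tbx3, Hcn4, Cacna1g and Cacna2d2, at 48.8, 21.8, 36.2 and 201 CPM, while Ephb3 was highest in another, at 32.7. Between atrial-like and ventricular-like cells, the mean log2 fold change of both stages was 5.89 for Cacna2d2, 2.74 for Tbx3, 2.59 for Hcn4, 0.78 for Ephb3 and 0.77 for Cacna1g. For Cacna1g it was 1.58 at E14.5 and -0.03 at E16.5, where both libraries had slightly less in atrial-like cells, 6.29 against 6.48 CPM and 7.02 against 7.52. Without E14.5 replicate 1, the adjusted p of this comparison was 0.207 for Hcn4, 0.191 for Cacna1g and 0.0529 for Ephb3 (edgeR, Benjamini-Hochberg), so these calls rest on that library. These are the highest values over the alternatives run, and the lowest were 2.6e-08, 1.2e-07 and 1.0e-06. The paper states that these markers are expressed in different clusters.

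**Figure D3:**
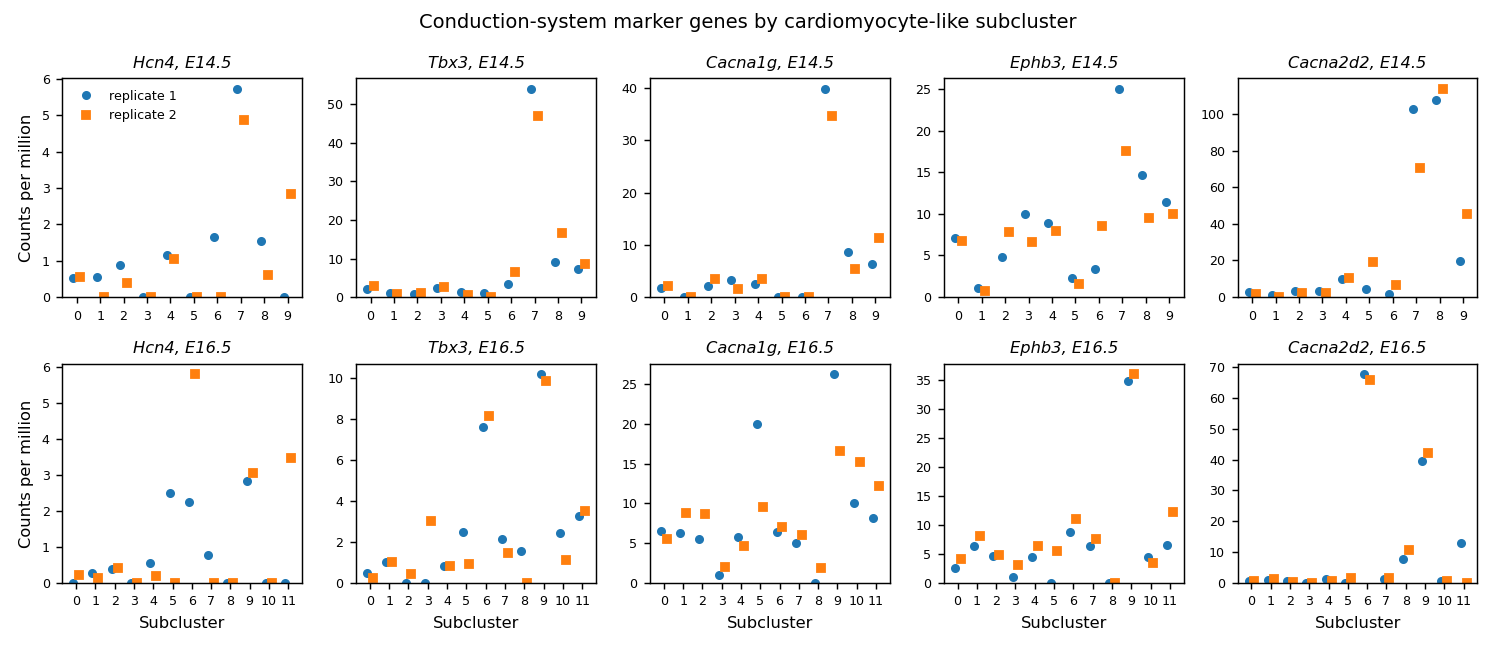
CPM of the conduction cell markers in each cardiomyocyte subcluster at E14.5 and E16.5, with a point for each replicate. Tbx3 stands at 54.0 and 46.9 in the E14.5 subcluster with the highest level.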

## Data Availability

All single-cell RNA-Seq analyses were performed using FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/), Cell Ranger (download from 10x genomics) and Seurat (https://satijalab.org/seurat/).

How the deposited data were processed for this re-analysis (not part of the article)

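Single-cell RNA sequencing was carried out by the authors on P3 mouse hearts, on hearts of E16.5, E14.5 and E12.5 embryos, and on E10.5 and E8.5 embryos. The authors deposited UMI counts per gene and barcode from Cell Ranger, with headers of version 3 of that program. The counts are whole numbers, were not normalized and were not corrected for free RNA. Each embryonic matrix lists 737280 barcodes, cells or not, while the P3 matrix holds only 10964 barcodes that had already been filtered. Reads, alignments and base qualities were not used here. Labels name 13 samples in 12 libraries of the paper's Table 1, and 10 matrices were analysed. Replicate 1 of E8.5 was not analysed here, the records of E16.5 replicate 1 and of P3 are pooled in 1 matrix each, and E8.5 and P3 therefore enter no test.

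The cell calling rule of Cell Ranger 3 was written anew. Its first step takes the 3000 largest barcodes, their 99th percentile and a divisor of 10, and its second step compares up to 20000 further barcodes of at least 500 UMIs with the profile of low-count barcodes over 10000 simulated profiles, at a false discovery rate of 0.01. Cells with at least 300 UMIs and 270 genes and at or below the study's mitochondrial ceiling of their stage were kept. Confidence intervals are exact 95% binomial intervals and cover counting error only.

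SCTransform, which the study used, was not run, and analytic Pearson residuals with theta 100 took its place. Genes seen in at least 10 cells were used, with 3000 variable genes, 30 principal components, 20 exact nearest neighbours, a shared-neighbour graph pruned below the inverse of 15, and Louvain clustering at a resolution of 0.8 with a fixed seed. Batches were not corrected, as in the study.

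The markers of 12 cell classes were listed before the data were examined. The rule that turns them into names was set only after the clusters had been seen, and 3 rules were tried. The first counted a marker that was at least 2-fold above all other cells and left most cardiomyocyte clusters at E16.5 without a name. The second, used here, counts a marker that reaches the level of the highest cluster divided by 4 and is seen in at least 10% of the cells. It requires 3 markers and leaves a cluster unnamed when its 10 leading genes hold more markers of another class than of its own, or when its median UMIs are below those of its libraries divided by 3 and none of its 10 leading genes is a marker of its class. The third asked for 2 or more markers of another class before a name was taken away. It was the main rule for a time. The second was then taken back, because under it no named cluster has more markers of another class than of its own among its leading genes. Under the second rule, unnamed clusters at E14.5 hold 380 cells with 11 cardiomyocyte markers and 88 cells led by Eln. At E16.5 they hold 562 cells with a median of 1215 UMIs and 89 cells led by globin genes, and at E12.5 they hold 540, 292 and 62 cells. The rule for atrial-like and ventricular-like subclusters was written before the subclusters were seen. It asks for a difference in mean log2 fold of at least 1 between the marker lists and for 3 detected markers. It leaves a subcluster unassigned when its 10 leading genes hold more markers of the other chamber, or when its median UMIs are below those of its libraries divided by 3 and none of the 10 is a marker of its chamber. It does not compare the leading genes of a subcluster with the markers of other classes, and one ventricular-like subcluster at E14.5, of 886 cells, was led by 5 globin genes.

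Doublets were kept in the main analysis and removed in an alternative. Scrublet, the doublet caller of scanpy, marked 19 and 12 cells at E16.5 by its own threshold, which did not separate doublets there. The number expected from the count of cells in a library was marked in its place, a choice made after the first numbers were seen. It marked 3.74 and 4.60% of the cells at E12.5, 3.77 and 3.65% at E14.5, and 4.21 and 4.13% at E16.5.

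UMI counts were summed per library and class or subcluster, and subclusters with fewer than 10 cells in a library were left out. Sums were tested with edgeR's quasi-likelihood test after TMM normalization and edgeR's filter on low counts, with Benjamini-Hochberg adjustment over all genes tested and a threshold of 0.05. The standard error of a log2 fold change is its size divided by the square root of F. At least 10 cells of a subcluster in each library left 10 subclusters at E14.5 and 12 at E16.5. Cardiomyocyte-like cells of E16.5 and E14.5 were compared in a fit of 6 libraries that also holds E12.5 for its spread, over 13579 genes. The contrasts, the tests, the gene lists and 63 alternatives were fixed before the data were examined, and 15 alternatives were added afterwards. The rule for genes named in the text was every gene that the paper names in Table 5 and Fig. 4. The genes of Table 5 that are not in Fig. 4 mark cell classes and are not reported as results. In the comparison of stages the rule also names the 5 genes with the largest change in each direction among those past the threshold, with a mean of at least 50 CPM (counts scaled to equal library totals) and with each E16.5 library on the same side of each E14.5 library, and the globin, sex-linked and mitochondrial genes.

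The tests were tested on simulated data, with 200 genes changed by known folds in negative binomial counts. They recovered 98.5% of these genes in the comparison of stages, 99.5 and 99% across subclusters at E14.5 and E16.5, and 99% between atrial-like and ventricular-like cells, and called at most 0.0700% of the unchanged genes. No changed gene had counts as low as those of Hcn4 or a change as small as the -0.26 of Gja5 between stages. The spread was set equal for all genes, and the libraries were drawn independently. The rates therefore do not cover genes of low counts, small changes or libraries that share a source. The libraries of a stage were checked for being copies of each other. Their summed counts differed by 8.08 to 38.4 times the value that resampling the same molecules would give (chi-square over its degrees of freedom).

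The programs were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, igraph 0.11.9, leidenalg 0.10.2, scanpy 1.11.5 and numba 0.67.0, and R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, which was used as an alternative test.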

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

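The 5 tests that leave out barcodes with few mitochondrial UMIs, name clusters by the rule with 2 markers, subtract free RNA, leave out subclusters led by markers of another class and name subclusters by the difference of the marker lists alone were added after the data had been seen.

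The difference between atrial-like and ventricular-like cells was itself compared between E16.5 and E14.5 for the 10 marker genes of Fig. 4, as an interaction over 12350 genes. A difference between the stages past the adjusted threshold of 0.05 marked 5 of these genes for a closer look (edgeR quasi-likelihood test, Benjamini-Hochberg adjustment). When adjusted over the 10 genes alone, 8 pass. The values are log2 changes of the atrial-ventricular difference from E14.5 to E16.5. For Nppa it was 1.12 (standard error 0.108, adjusted p = 3.0e-08 from edgeR with Benjamini-Hochberg adjustment), from 3.31 at E14.5 to 4.43 at E16.5. For Gja5 it was 0.64 (standard error 0.131, adjusted p = 0.00177 from the same edgeR test and adjustment), from 2.44 to 3.08. For Cacna2d2 it was 1.09 (standard error 0.247, adjusted p = 0.00444 from the same edgeR test and adjustment), from 5.34 to 6.43. For Tnnt2 it was -0.39 (standard error 0.0828, adjusted p = 0.00273 from the same edgeR test and adjustment), from -0.03 to -0.42. For Cacna1g it was -1.61 (standard error 0.361, adjusted p = 0.00417 from the same edgeR test and adjustment), from 1.58 to -0.03.

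In each of the 5 genes, the ratio of atrial-like to ventricular-like cells in both E16.5 libraries lay on the same side of the ratio in both E14.5 libraries. With 2 libraries against 2, chance alone gives such a split with a probability of 0.333. Nppa in atrial-like cells had 2977 and 3350 CPM in the E14.5 replicates, and 10810 and 10459 in the E16.5 replicates. In ventricular-like cells it had 335 and 327 at E14.5, and 457 and 559 at E16.5. The change in Gja5 and Cacna2d2 lay mostly in the ventricular-like cells, where Gja5 had 16.8 and 15.2 CPM at E14.5 and 8.27 and 8.92 at E16.5. Cacna2d2 had 2.63 and 1.86 there at E14.5, and 0.827 and 0.732 at E16.5. Cacna1g had 2.08 and 1.98 in ventricular-like cells at E14.5, and 6.48 and 7.52 at E16.5, while the atrial-like cells had 6.92 and 4.05, and then 6.29 and 7.02. Tnnt2 in ventricular-like cells went from 4848 and 4951 to 8173 and 8249, and in atrial-like cells from 4564 and 4671 to 6029 and 5905.

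Technical explanations were weighed first. A different share of barcodes with few mitochondrial UMIs in the sums may change the difference between the stages. With the barcodes under 1% mitochondrial UMIs left out, all 5 genes stayed past the threshold with the same sign. Free RNA in the droplets may blur the chambers, and its share of the sums, bounded by the globin UMIs, was between 1.57 and 2.38%. With free RNA subtracted at that share, all 5 genes stayed past the threshold. An E14.5 cluster with cardiomyocyte markers stayed unnamed, and under the naming rule with 2 markers, where it counts as cardiomyocyte-like, 4 of the 5 genes stayed past it. Cacna2d2 then had a change of 0.71 with an adjusted p of 0.0701 (edgeR, Benjamini-Hochberg; over the alternatives its adjusted p ranged from 7.8e-07 to 0.251). One ventricular-like subcluster at E14.5, of 886 cells, was led by 5 globin genes. Subclusters with more markers of another class than of their chamber among the leading genes were left out, of 886 cells at E14.5 and of 1272 and 199 at E16.5, and all 5 genes stayed past the threshold with the same sign. Nppa then had a change of 1.44, Gja5 of 0.55, Cacna2d2 of 1.02, Tnnt2 of -0.31 and Cacna1g of -1.44, and Actn2 passed as well, with 0.49. With subclusters named by the difference of the marker lists alone, which adds 395 ventricular-like cells at E14.5 and 721 and 545 at E16.5, all 5 genes stayed past it with the same sign, and Actn2 and Hcn4 passed as well. These tests argue against each of these explanations as the whole cause, except that for Cacna2d2 the naming of that cluster stays open.

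The calls for 3 of the genes rest on single libraries. Without E14.5 replicate 1, Cacna1g had a change of -1.12 and Cacna2d2 of 0.77, with adjusted p-values of 0.407 and 0.251 (edgeR, Benjamini-Hochberg). Over the alternatives the adjusted p of Cacna1g ranged from 2.4e-06 to 0.407. Without E14.5 replicate 2, Tnnt2 had a change of -0.37 and an adjusted p of 0.0525, in a range over the alternatives from 3.3e-08 to 0.0525. Nppa and Gja5 passed under each alternative run. The hearts of each stage were also collected and prepared apart, so that stage and preparation cannot be told apart with these samples. The development of the chambers between the stages stays open as a biological explanation that was not tested further.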

How the results depend on the processing

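The naming rules by fold and with 2 markers, the single mitochondrial ceiling of 10%, the removal of barcodes with few mitochondrial UMIs, the subtraction of free RNA, the removal of subclusters led by markers of another class, the naming of subclusters by the difference of the marker lists alone and, for the number of subclusters, the flat ceiling of 5% were added after the data had been seen, and so were all tests that use them.

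All 10 marker genes of Fig. 4 passed the threshold across subclusters at both stages under each of the 6 alternatives run. In the main fit a large part of all genes tested passed there as well. Leaving out a replicate gave no test there, because with 1 library per stage no residual degrees of freedom remain. Between atrial-like and ventricular-like cells all 10 passed under 12 of 14 alternatives, and over the fits without 1 library the number was between 7 and 10. The 7 come from the fit without E14.5 replicate 1, in which the adjusted p was past the threshold for neither Hcn4, Cacna1g nor Ephb3. In fits that leave 1 library at a stage, that library is assumed to vary like the others. Without the subclusters led by markers of another class, of 886 cells at E14.5 and of 1272 and 199 at E16.5, the number was 9, and Tnnt2 had -0.08, against -0.23. The number of genes with a difference between the stages was 5, and it was 7 with doublets removed and with subclusters named by the difference alone, 6 with log-normalization, without barcodes of few mitochondrial UMIs and without those subclusters, 4 under the naming rule with 2 markers, and between 3 and 6 over the fits without 1 library, the lowest without E14.5 replicate 1. That fit has fewer samples, which lowers its power. Of the values for single genes in these comparisons, 136 of the atrial-ventricular ones kept direction and side of the threshold and 4 kept direction only. For the difference between the stages, 66 kept both and 4 kept direction only.

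Between E16.5 and E14.5, 5892 genes passed in cardiomyocyte-like cells, and over the fits without 1 library the number was between 3877 and 6590. The lowest came without E14.5 replicate 1, and the highest without E12.5 replicate 2. DESeq2 gave 4063 genes, of which 4056 are among the 5892, and a single ceiling of 10% gave 4831, of which 4172 are. With scaling by total counts 6536 genes passed, 4871 of them lower at E16.5, and the median of all genes moved to -0.16. Of the values for single genes, 502 kept direction and side of the threshold, and 14 kept direction only, all of them for Hba-a1 or Gja5. For 7 the sign changed, in genes that passed in no alternative. These are Ephb3, with 0.0205 after the removal of doublets and 0.0022 under the naming rule with 2 markers, and Hcn4, with 0.0384 under the single ceiling. The others come without E14.5 replicate 1 or E16.5 replicate 1, and over the fits without 1 library Hcn4 lay between -0.47 and 0.0681 and Ephb3 between -0.24 and 0.0815.

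The replicate numbers were also tried as a pairing of libraries across stages. Deviations of replicate 1 from replicate 2 had correlations of 0.0678, 0.0819 and 0.0546 between stages over 13579 genes, so that the numbers were not taken as pairs. With the replicate number as a block, 10 and 10 genes passed across subclusters, 10 between atrial-like and ventricular-like cells, 6 for the difference between the stages, and 6393 between E16.5 and E14.5, with 5890 shared. In all but the last of these tests the block is the library itself.

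The share of cardiomyocyte-like cells above 5% mitochondrial UMIs kept the order of the stages under each alternative run. With the first step of the calling rule alone it was 67.4% at E12.5, 84.1% at E14.5 and 94.4% at E16.5, against 54.3, 73.6 and 85.7%. With log-normalization it was 99.9% at P3, against 97.8%. The cause was not tested.

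At E12.5 the share of neighbours from the same library went from 59.6% to 57.6% with 50 neighbours, 55.3% with 15 principal components, 55.5% with log-normalization and 65.0% among cardiomyocyte-like cells only. At E10.5 it was 51.9% with log-normalization and 50.6% among cardiomyocyte-like cells only, against 52.6%. Thinning to 2000 UMIs gave 50.6% at E14.5, against 53.1%, and 52.2% at E16.5, against 57.8%. Log-normalization gave 54.2% at E16.5. At P3 it was 88.6% with 50 neighbours and 95.9% among cardiomyocyte-like cells only, against 91.7%. The cause was not tested, except that thinning removes a difference in depth by its construction.

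The share of fibroblast-like cells at E14.5 was 18.3%, and 17.6% with log-normalization, 20.7% at a resolution of 0.4, 19.0% with 15 principal components and 16% with a flat ceiling of 5%. Without a replicate it was between 14.1 and 18.2%. At E16.5 it was 10.51%, and 12.8% at a resolution of 1.2, 13.8% with the first step of the calling rule alone and 24.5% with a flat ceiling of 5%. It was 15.9% under the naming rule by fold and 17.5% with the single ceiling, and between 11.7 and 13.3% without a replicate. Pericyte-like cells at E16.5 made up 2.57%. They made up 2.33% with log-normalization, 1.95% at a resolution of 0.4, 1.92% with 15 principal components and 1.98% with doublets removed. They made up 5.03% with a flat ceiling of 5%, 3.75% with the single ceiling, and between 2.34 and 2.57% without a replicate. The cause of these moves was not tested. Smooth muscle cell-like cells at E14.5 were 0.936% with the first step of the calling rule alone, and the cause was not tested.

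The number of cardiomyocyte subclusters stayed within 1.5 times its value in 25 of 27 alternatives. It was between 9 and 10 without a replicate at E14.5, and 12 without either replicate at E16.5. With a flat ceiling of 5% it was 7 at E16.5, against 13, and 7 at E14.5, against 10. Under the naming rule by fold it was 6 at E16.5, where that rule leaves most cardiomyocyte clusters unnamed.

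Of the values without a test, the cells per library moved in 16 alternatives, up in 11 and down in 5. The median number of UMIs per cell moved in 10, up in 6 and down in 4, and that of genes in 12, up in 5 and down in 7. The share of cells above the ceiling moved in 12, up in 6 and down in 6. The shares of cardiomyocyte-like and endothelial cell-like cells moved in 14 each, up in 7 and 11. Those of macrophage-like, erythroid cell-like and epicardial cell-like cells moved in 6, 5 and 4, up in 3, 5 and 3. The unnamed share moved in 15, up in 5. The median of the mitochondrial genes moved in 2, down in both. Depth limits Hcn4 most among the marker genes, with at most 25 UMIs in the replicate sums of the subcluster with its highest level.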

Differences from the paper's values

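The paper gives the size of its data set as about 0.5 M (mega) cells (the paper's value), and the 10 matrices analysed here gave 0.0869 M called cells. Both alternatives set before the data were examined also differ from the paper's value, with 0.0689 M cells by the first step of the calling rule alone and 0.105 M by the floors alone. No setting that was run reaches it. The cell numbers in the paper's Table 1 add up to 91181.

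The paper lists Myh6 among the markers of ventricular myocytes. Here Myh6 was higher in atrial-like than in ventricular-like cells by a log2 fold change of 2.49, with 2.52 at E14.5 and 2.45 at E16.5, and no alternative that was run reversed it.

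The paper names fibroblasts as cells that E16.5 hearts have in addition to the cell types of E14.5. Here clusters named fibroblast-like held 18.0 and 18.6% of the cells of the E14.5 replicates, and no setting that was run left E14.5 without them. The paper names vascular smooth muscle cells among the E14.5 cell types. Here no E14.5 cluster was named smooth muscle cell-like, except with the first step of the calling rule alone. In that alternative, set before the data were examined, a mean of 0.936% of the cells were. With the main settings no E16.5 cluster was named smooth muscle cell-like either, so the absence of the name was not specific to E14.5. The paper marks these cells by Rgs5 and Tpm2. Here Rgs5 was among the leading genes of the unnamed E14.5 cluster led by Eln. It also led the E16.5 cluster named pericyte-like. The absence of the name can therefore come from the naming rule and does not show that such cells were absent. The cell types were named anew here from marker genes.

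The paper counts 11 cardiomyocyte subgroups at both stages (the paper's value). Here there were 10 at E14.5 and 13 at E16.5, which is within 1.5 times the paper's number. With doublets removed there were 11 at both stages, in an alternative set before the data were examined. At E16.5 a single mitochondrial ceiling of 10%, chosen after seeing the values, also gave 11.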

Other observations

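The tests on cytoplasm without a nucleus and on free RNA at E14.5, on nuclei without cytoplasm, on long transcripts, on a single cell suspension, on the counting of Y-linked genes, on cell types in the P3 wells, on the sex mix and with a single mitochondrial ceiling were chosen only after the result was seen.

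Part of the cardiomyocyte-like barcodes had under 1% mitochondrial UMIs. These were 48.4 and 44.2% of them in the E12.5 replicates, 28.9 and 27.0% at E14.5, and 11.8 and 10.6% at E16.5, while between 2.89 and 4.76% lay between 1 and 3%. At E14.5 their median number of UMIs was 3994 and 3032, against 18675 and 12575 in the other cardiomyocyte-like barcodes. The paper does not report them, and its filters set no lower limit on mitochondrial UMIs. Droplets that hold only free RNA would carry its globin UMIs, but the globin share was at most 0.0184 times that of barcodes under 100 UMIs at E14.5, and at most 0.0376 times at E12.5 and E16.5. Nuclei without cytoplasm would be richer in nuclear RNA, but the median fold of 5 nuclear RNAs (Malat1, Neat1, Meg3, Kcnq1ot1 and Xist) was at most 0.201 over the 6 libraries.

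A candidate explanation is that these barcodes caught cytoplasm without a nucleus, since the median fold of the nuclear RNAs was at most 0.135 at E14.5 and at most 0.201 in the 4 libraries of E12.5 and E16.5. Neat1 had at most 5 UMIs in these barcodes of any library, and in E16.5 replicate 1 it had 0, so that the median of that library is over the other 4 RNAs. A loss of long transcripts is open too for the nuclear RNAs, since the fold fell with transcript length. The Spearman rho was at most -0.55 in each library. The 5 nuclear RNAs are long, so these explanations were not separated for them. The mitochondrial genes are short, the longest being mt-Nd5 at positions 11742 to 13565. A loss of long transcripts alone would not lower their share. Yet the median mitochondrial share of the libraries was between 0.138 and 0.442% in these barcodes. It was between 5.72 and 10.1% in the other cardiomyocyte-like barcodes. This argues against that loss as the whole cause of the low share. Whether cytoplasm without a nucleus accounts for the low share was not tested. Without TMM normalization, Ttn had between 26.0 and 86.7 CPM in these barcodes, and between 1669 and 3686 in the other cardiomyocyte-like barcodes. The share of such barcodes fell from stage to stage, and the stages differ in age and in preparation, so a biological explanation was not separated from a technical one.

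Cells with at least 5000 UMIs were searched for UMIs of 4 Y-linked genes (Ddx3y, Eif2s3y, Kdm5d and Uty) and of Xist. At E10.5 none of 12383 and 12123 cells had a Y-linked UMI (upper ends of the exact 95% intervals 0.0298 and 0.0304%), and 98.2 and 98.5% had Xist. At E8.5, 16.3% had a Y-linked UMI and 82.2% had Xist. A Y-linked UMI was found in 64.2 and 60.3% of the cells at E12.5, 50.3 and 46.9% at E14.5, 25.7 and 23.1% at E16.5, and 24.7 and 31.7% in the P3 wells. That Y-linked genes were not counted is excluded, since 12971 cells of the other stages had such a UMI with the same gene list. The E10.5 cells may all come from female embryos. Among the 4 stages with 2 libraries, the share of cells with a Y-linked UMI differed by at most 3.94 percentage points between the libraries of a stage, and the means of the stages differed by 13.6 to 62.2. E8.5 and the P3 wells lay closer to E16.5. Both libraries of a stage may come from the same cell suspension, but pools of many embryos could be as alike, and the 2 cannot be told apart with 2 libraries per stage. If they share a suspension, the spread between replicates does not include that between animals.

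The P3 wells were apart from each other, with 91.7% of neighbours from the same well. Well 1 had 3356 cells after filters, with a median of 15183 UMIs and 6.53% mitochondrial UMIs, and well 2 had 2797 cells, with 11091 UMIs and 3.55%. A difference in depth is excluded as the whole cause, since thinning to 2000 UMIs left 91.1%. Different cell types are excluded as the whole cause, since among cardiomyocyte-like cells alone the share was 95.9%. Preparation, sequencing and animals were not separated, and no biological explanation was tested.

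Barcodes of cells shared by both libraries of a stage would exceed chance if reads were assigned to the wrong library. Among cells that passed all filters the numbers shared were 249 at E10.5, 38 at E12.5, 30 at E14.5 and 49 at E16.5, against 273, 36.5, 29.0 and 36.9 by chance. The largest z was 2.01, below the limit of 3 set for the test, which argues against reads assigned to the wrong library on the scale of whole cells. Among all called barcodes, counted later, they were 274, 55, 53 and 88, against 298, 55.9, 56.5 and 76.6 by chance, with a largest z of 1.31.

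Cardiomyocyte-like cells of E16.5 were compared with those of E14.5, a comparison the paper does not make. Of 13579 genes, 2922 were higher and 2970 lower at E16.5 at an adjusted p under the threshold of 0.05 (edgeR quasi-likelihood test, Benjamini-Hochberg adjustment). Every gene named here from this test has both E16.5 libraries on the same side of both E14.5 libraries, except Hcn4 and Ephb3. The 5 largest rises by the rule for named genes were Mgp (log2 fold change 3.01, standard error 0.105), Cox8b (2.64, 0.121), Ptgds (2.63, 0.0748), Sln (2.46, 0.102) and Ckm (2.19, 0.0810). Their adjusted p-values from edgeR with Benjamini-Hochberg adjustment were 5.8e-15, 4.1e-13, 2.5e-16, 9.1e-14 and 1.2e-14. The 5 largest falls were Hbb-y (-8.38, 0.174), Tagln (-2.73, 0.0865), Mdk (-2.12, 0.0751), Prrx2 (-2.05, 0.0762) and Tnnt1 (-1.82, 0.0744). Their adjusted p-values from edgeR with Benjamini-Hochberg adjustment were 1.7e-18, 1.3e-15, 6.7e-15, 1.3e-14 and 6.7e-14.

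Of the 10 marker genes of Fig. 4, 8 passed, also when adjusted over the list alone. The log2 fold change was 1.00 for Nppa, 0.96 for Myh6, 0.61 for Tnnt2, 0.52 for Cacna1g and 0.38 for Actn2. It was -1.59 for Tbx3, -0.87 for Cacna2d2 and -0.26 for Gja5. Gja5 did not pass in 7 alternatives, and without E14.5 replicate 1 it had -0.11 with an adjusted p of 0.481, the highest over the alternatives (edgeR, Benjamini-Hochberg), where the lowest was 0.00105. Hcn4 (-0.22) and Ephb3 (-0.11) failed, with adjusted p-values of 0.547 and 0.459 (edgeR, Benjamini-Hochberg). The stage goes with its preparation and with its sex mix, and these changes are not assigned to any of them.

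The 13 mitochondrial genes had a median log2 fold change of 0.78 from E14.5 to E16.5, and 0.62 with scaling by total counts. The study's ceilings of 10 and 15% could raise this value. With a single ceiling of 10% the median was 0.44, so the ceilings are excluded as the whole cause, and a part of the change goes with them. Xist changed by 1.13, and Ddx3y, Eif2s3y, Kdm5d and Uty by -0.84, -0.92, -0.83 and -0.72. A different mix of male and female embryos is a candidate explanation, since the median of the Y-linked genes was -0.83 and Xist went the other way, as the shares of cells with these UMIs did.

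Of the 7 globin genes, Hbb-y, Hbb-bh1 and Hba-x fell, with log2 fold changes of -8.38, -5.09 and -5.21. Hbb-bs, Hba-a2, Hbb-bt and Hba-a1 changed by 1.02, 0.45, 0.45 and 0.26. Free RNA from erythroid cells may be their source in cardiomyocyte-like cells. In barcodes under 100 UMIs the change had the same sign for 5 of the 7 genes, and for Hba-a1 and Hba-a2 it was -0.24 and -0.08. The sizes differ too, since Hbb-y changed by -4.89 there and by -8.38 in the cells. Reads shared between these paralogs were not separated, so free RNA and other sources cannot be told apart for these genes. Hba-a1 did not pass in 7 alternatives.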
